# PHF2 regulates sarcomeric gene transcription in myogenesis

**DOI:** 10.1371/journal.pone.0301690

**Published:** 2024-05-03

**Authors:** Taku Fukushima, Yuka Hasegawa, Sachi Kuse, Taiju Fujioka, Takeshi Nikawa, Satoru Masubuchi, Iori Sakakibara

## Abstract

Myogenesis is regulated mainly by transcription factors known as Myogenic Regulatory Factors (MRFs), and the transcription is affected by epigenetic modifications. However, the epigenetic regulation of myogenesis is poorly understood. Here, we focused on the epigenomic modification enzyme, PHF2, which demethylates histone 3 lysine 9 dimethyl (H3K9me2) during myogenesis. *Phf2* mRNA was expressed during myogenesis, and PHF2 was localized in the nuclei of myoblasts and myotubes. We generated *Phf2* knockout C2C12 myoblasts using the CRISPR/Cas9 system and analyzed global transcriptional changes via RNA-sequencing. *Phf2* knockout (KO) cells 2 d post differentiation were subjected to RNA sequencing. Gene ontology (GO) analysis revealed that *Phf2* KO impaired the expression of the genes related to skeletal muscle fiber formation and muscle cell development. The expression levels of sarcomeric genes such as *Myhs* and *Mybpc2* were severely reduced in *Phf2* KO cells at 7 d post differentiation, and H3K9me2 modification of *Mybpc2*, *Mef2c* and *Myh7* was increased in *Phf2* KO cells at 4 d post differentiation. These findings suggest that PHF2 regulates sarcomeric gene expression via epigenetic modification.

## Introduction

Skeletal muscles are responsible for basic functions such as locomotion and metabolism [1]. Skeletal muscles are formed via myogenesis during development. Myogenic Regulatory Factors (MRFs, namely *Myf5*, *Myod*, *Mrf4*, and *Myog*) are the basic loop helix-type transcription factors that regulate each step of the myogenesis [2–4]. Myogenesis, which involves coordination between cell proliferation and differentiation, participates in complex gene expression regulatory networks that exert their functions primarily by regulating intercellular signaling and the expression of specific genes. Differentiated myotubes express high levels of sarcomeric genes such as members of the myosin heavy chains (MyHC) family. Myogenic gene expression is regulated by multiple factors including DNA methylation, histone modifications, chromatin remodeling, and non-coding RNAs [5].

The epigenome, comprising the chemical modifications of DNA and histone proteins, affects transcription and regulates myogenesis [6,7]. Histone 3 lysine 9 di- and tri- methylations (H3K9me2 and H3K9me3) are suppressive marks, and H3K9me is regulated by methyltransferases and demethylases. The H3K9 methyltransferase *Setdb1* is required for muscle stem cell expansion and suppresses terminal myoblast differentiation [8]. Suv39h1, another H3K9 methyltransferase, interacts with MyoD to act as a checkpoint between proliferation and differentiation [9]. G9a, another H3K9 methyltransferase, inhibits myogenesis via its methyltransferase activity [10]. Lysine-specific demethylase 1 (*Kdm1*; *Lsd1*; *Aof2*), which demethylates H3K4me1/2 and H3K9me1/2, induces myogenesis by forming a complex with MyoD and Mef2 [11]. Jmjd1c, a H3K9me2 demethylase, is required for MyoD expression, and monoubiquitination of Jmjd1c by Deltex2 inhibits its activity [12]. H3K9 methylation and demethylation are thus important in regulating myogenesis.

PHF2 comprises an N-terminal plant homeodomain (PHD), a Jumonji C-domain (JmjC), and a short coiled-coil region [13]. The PHD binds to H3K4me3, a marker of transcriptional activation, while JmjC of PHF2 demethylates H3K9me2, a marker of transcriptional repression. By binding to the bivalent histone markers H3K4me3 and H3K9me2, PHF2 modifies them and converts them into markers of active histone. *Phf2* physiologically regulates adipogenesis, chondrogenesis, non-alcoholic fatty liver disease (NAFLD) progression, and memory formation [14–17], while its role in skeletal muscles remains unclear.

To address this, we evaluated the function of *Phf2* in C2C12 myoblast myogenesis, hypothesizing that PHF2 participates in myogenesis by demethylating H3K9me2. We generated *Phf2* knockout (KO) C2C12 myoblasts using the CRISPR/Cas9 system, and evaluated *Phf2* function in myogenesis by evaluating RNA-sequencing-based global transcriptional changes. The loss of PHF2 in C2C12 myoblasts reduced the expression of genes that compose muscle sarcomere structure. These findings provide evidence for an important function of PHF2 in regulating gene expression.

## Materials and methods

### Cell culture

The C2C12 cell line was kindly provided by Dr. Shinichiro Hayashi. C2C12 myoblasts were maintained at 37°C with 5% CO_2_ in high-glucose Dulbecco’s Modified Eagle’s Medium (DMEM) (4.5 mg/mL) (D6429-500ML, Sigma-Aldrich, St. Louis, MO, USA) containing 10% fetal bovine serum (FBS) (10099–141, Thermo Fisher Scientific, Waltham, MA, USA) and 1% penicillin-streptomycin (PS) (26253–84, Nacalai Tesque, Kyoto, Japan). When the C2C12 myoblasts reached 80% confluence, they were seeded at 2 × 10^5^ cells per well in 8-well plates (167064, Thermo Fisher Scientific). Two days later, the medium was replaced with DMEM containing 2% horse serum (HS) (16050–122, Thermo Fisher Scientific) and 1% PS. The medium was changed every 2 d.

### Immunofluorescence staining

C2C12 myotubes at 0 d and 7 d post differentiation were fixed with 4% paraformaldehyde-phosphate buffer (09154–85, Nacalai Tesque) for 10 min and permeabilized with phosphate buffer saline (PBS) containing 1% Triton at room temperature. The fixed cells were washed three times with PBS at 5 min intervals. Blocking performed using PBS containing 1% Triton and 2% HS at room temperature for 30 min. The primary antibodies used for staining were anti-PHF2 antibody (3497S, CST, Boston, MA, USA, 1:100) and anti-Myosin Heavy Chain (MyHC) antibody (MF20 clone, MAB4470, R&D Systems, Minneapolis, MN, USA, 1:100), with incubation overnight at 4°C. The secondary antibody for MyHC was anti-mouse IgG 555 (A28180, Thermo Fisher Scientific, 1:1000), and the secondary antibody for PHF2 was anti-rabbit IgG 448 (A21206, Thermo Fisher Scientific, 1:1000), with incubation in the dark at room temperature for 1 h. The nuclei were stained with DAPI (340–07971, FUJIFILM Wako Pure Chemical, Osaka, Japan). Cells were visualized under a fluorescence microscope (BZ-X800, KEYENCE, Osaka, Japan) at 10× and 20× magnifications.

### Plasmid construction

Four distinct guide RNAs targeting mouse *Phf2* were designed using the CHOPCHOP website [18] and were inserted into the pGuide-it-ZsGreen1 vector (Z2601N, Takara, Shiga, Japan) according to the manufacturer’s instructions. The sequences of the inserted oligos were as follows; Phf2 guide RNA1 (gRNA) sense: CCG GCA TAA AGC GGG TAA CGT CGT; Phf2 gRNA1 antisense: AAA CAC GAC GTT ACC CGC TTT ATG; Phf2 gRNA2 sense: CCG GTC ACG TTG AGA ACA CGC TTG; Phf2 gRNA2 antisense: AAA CCA AGC GTG TTC TCA ACG TGA; Phf2 gRNA3 sense: CCG GAG CGT GGT ACC ATG TCC TCA; Phf2 gRNA3 antisense: AAA CTG AGG ACA TGG TAC CAC GCT; Phf2 gRNA4 sense: CCG GTC TTC GCC GAC CAG GTG GAC; Phf2 gRNA4 antisense: AAA CGT CCA CCT GGT CGG CGA AGA; NC gRNA sense: CCG GTG AGA CGA AAA ACG TCT CA; NC gRNA antisense: AAA CTG AGA CGT TTT TCG TCT CA. The Phf2 gRNA1, gRNA2, gRNA3 and gRNA4 target exon 1, exon 5, exon 6 and exon 7 of *Phf2* gene, respectively. 

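Each guide sequence was matched to the mouse transcripts of GENCODE M21 (genome build GRCm38, the same assembly as mm10), in which *Phf2* (ENSMUSG00000038025) lies on the minus strand of chromosome 13 from 48801750 to 48871119. The annotation gives *Phf2* 1 transcript with 22 exons and a coding sequence of 1096 codons. The gRNA1 sequence CATAAAGCGGGTAACGTCGT matched exon 1 at positions 48870706 to 48870725, on the strand opposite to the transcript, with the adjacent PAM AGG (the short motif that Cas9 needs next to its target), and its expected cut falls in codon 15. The gRNA2 sequence TCACGTTGAGAACACGCTTG matched exon 5 at positions 48826077 to 48826096, also on the opposite strand, with the PAM CGG and the expected cut in codon 187. The gRNA3 sequence AGCGTGGTACCATGTCCTCA matched exon 6 at positions 48822951 to 48822970 in the sense direction, with the PAM AGG and the expected cut in codon 262. The gRNA4 sequence TCTTCGCCGACCAGGTGGAC matched exon 7 at positions 48821583 to 48821602 in the sense direction, with the PAM AGG and the expected cut in codon 299. Every guide lay within a single exon, and the exon numbers in the annotation were the ones that the paper states. Among the 141767 transcripts searched, no gene other than *Phf2* held a site with at most 3 mismatches to 1 of these 4 guides and an adjacent NGG PAM. Introns and intergenic sequence were not analysed here.

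**Figure D1:**
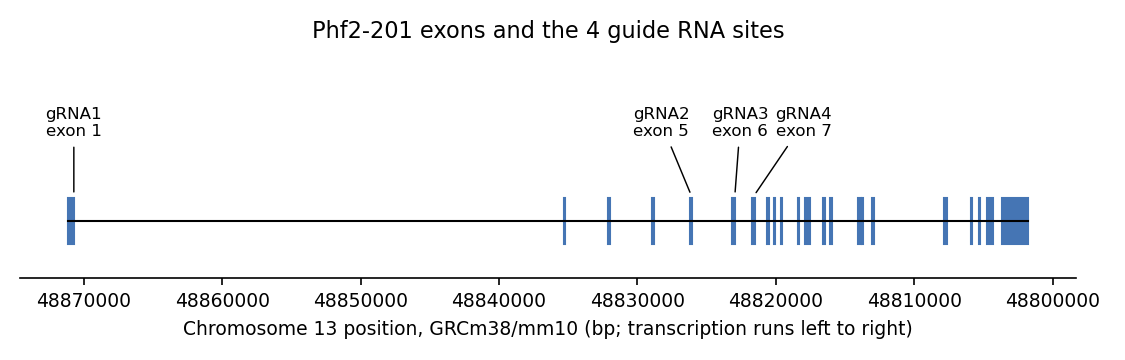
Exons of the *Phf2* transcript (boxes) along chromosome 13 of GRCm38 and the sites of the 4 guides (lines); the horizontal axis is the position in bp, drawn so that transcription runs from left to right. The guides sit in exons 1, 5, 6 and 7, and their expected cuts lie between codons 15 and 299 of 1096.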

All plasmid sequences were verified via sequencing.

### Generation of *Phf2* KO C2C12 myoblasts

Transfection of pGuide-it plasmids was performed using jetPRIME reagent (101000027, Polyplus, Illkirch-Graffenstaden, France), according to the manufacturer’s instructions. Briefly, C2C12 cells were seeded in DMEM with 10% FBS at 5 × 10^4^ cells/well in 6-well plates on the day before transfection. Four pGuide-it-ZsGreen plasmids (500 ng each) were pooled and transfected into the C2C12 cells; 24 h after transfection, cells expressing ZsGreen1 were sorted using a cell sorter (SH800, Sony, Tokyo, Japan). Sorted cells were subcultured for expansion for six days. Then the cells were stored at -80°C.

### Western blotting

PHF2 levels in *Phf2* KO myoblasts on the 6 d after transfection were determined using the Simple Western System Wes (Bio-Techne, Minneapolis, MN, USA) according to the manufacturer’s instructions. Protein lysates were diluted to 1.0 mg/ml, and the primary antibodies were β-Actin (AC004, ABclonal, Woburn, MA, USA, 1:50) and PHF2 (3497S, CST, 1:250). The secondary antibody for β-Actin was anti-mouse (GENA9310-1ML, Merck, Darmstadt, Germany, 1:100), and the secondary antibody for PHF2 was anti-rabbit (024–206, Bio-Techne).

### RNA extraction

Cryopreserved *Phf2* KO and mock cells were differentiated into myotubes, and total RNAs were extracted at 0, 2, 4, and 7 days post differentiation using ISOGEN Reagent according to the manufacturer’s instructions and was quantified using a Nanodrop 1000 Spectrophotometer (Thermo Fisher Scientific). RNA purity was assessed using the 260 nm/280 nm ratio.

### Quantitative Real-Time PCR Analysis (qRT-PCR)

Reverse transcription of total RNA (500 ng) was performed using the PrimeScript RT Master Mix (RR036A, Takara). qRT-PCR was performed using a final volume of 10 μl with Power SYBR Green PCR Master Mix (4367659, Thermo Fisher Scientific) according to the manufacturer’s instructions. qRT-PCR was conducted using the StepOne Real-Time PCR System (Applied Biosystems, Waltham, MA, USA). 

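The primer pairs for quantitative RT-PCR were matched to the GENCODE M21 transcripts (GRCm38). Only exact matches were counted. Each of the 12 pairs gave an amplicon on its own gene, and no pair gave an amplicon on another gene. The shortest amplicon of each pair was from 95 to 200 bp long, and the *Actb* pair gave amplicons of 2 lengths. Sites with mismatches were not searched, so amplification of similar genes is not excluded. The 2 primers of 7 pairs (*Actb*, *Myh2*, *Myh4*, *Myod1*, *Mef2c*, *Mybpc2* and *Tnnt2*) lay in different exons, and those of the other 5 pairs (*Myh7*, *Myh1*, *Myog*, *Mylk2* and *Myf5*) lay in a single exon. The *Mybpc2* pair spanned exons 1 to 3, from 44522333 to 44524589 on chromosome 7, and the *Mef2c* pair spanned exons 10 and 11, from 83656343 to 83662408 on chromosome 13. Among the myosin heavy chain genes, the *Myh7* forward primer also matched *Myh6* and the *Myh4* reverse primer also matched *Myh8*, in each case without a match of the partner primer.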

The primer sequences are listed in Table 1. *Actb* was used as an internal control.

**Table 1:** The sequence of the oligonucleotides for qPCR.

Gene name	Forward (5’- 3’)	Reverse (5’- 3’)
*Actb*	GGCTGTATTCCCCTCCATCG	CCAGTTGGTAACAATGCCATGT
*Myh7*	AGGGCGACCTCAACGAGAT	CAGCAGACTCTGGAGGCTCTT
*Myh2*	ACTTTGGCACTACGGGGAAAC	CAGCAGCATTTCGATCAGCTC
*Myh4*	GCTTGAAAACGAGGTGGAAA	CCTCCTCAGCCTGTCTCTTG
*Myh1*	TACTCACGCCAGCTAGACGA	TGCCTCTTCAGCTCCTCAAT
*Myod1*	TACCCAAGGTGGAGATCCTG	CATCATGCCATCAGAGCAGT
*Myog*	GAGACATCCCCCTATTTCTACCA	GCTCAGTCCGCTCATAGCC
*Mef2c*	GTCAGTTGGGAGCTTGCACTA	CGGTCTCTAGGAGGAGAAACA
*Mylk2*	GCGAGACAACAGACCTCGTC	GGTGTCCCCTTGCACCTTAG
*Mybpc2*	ATGCCTGAGGCTAAACCAGC	ACACAGAGTCCGGCTTTTTCA
*Myf5*	TGCCAGTTCTCCCCTTCTGA	AGGCTGCTACTCTTGGCTCA
*Tnnt2*	CAGAGGAGGCCAACGTAGAAG	CTCCATCGGGGATCTTGGGT

### RNA-sequencing

Total RNAs extracted from the C2C12 cells on day 2 after differentiation were used for RNA-seq. Libraries were prepared using the NEBNext Poly(A) mRNA Magnetic Isolation Module (for PolyA selection) (E7490, New England Biolabs, Ipswich, MA, USA) and total RNA using the NEBNext Ultra ll Directional RNA Library Prep Kit (E7760, New England Biolabs) according to the manufacturer’s instructions. Sequencing reads were performed using a NovaSeq 6000 device (Illumina, San Diego, CA, USA) with a NovaSeq 6000 S4 Reagent Kit v1.5 (Illumina) using paired-end reads of 150 bp.

The reads were aligned against the mm10 mouse genome using HISTAT2, and the count of reads per gene was obtained using StringTie. Statistical analysis of differentially expressed genes was performed using exactTest in edgeR after normalization. RNA-seq data were deposited in the Gene Expression Omnibus (accession GSE226618). Gene enrichment, KEGG pathway, and BP DIRECT analyses were performed using DAVID Bioinformatics Resources [19,20]. Principal component analysis (PCA) and hierarchically clustered heatmaps were analyzed using iDEP.96 [21] (http://bioinformatics.sdstate.edu/idep/).

### CUT&RUN-qPCR analysis

CUT&RUN-qPCR was performed using the CUT&RUN Assay Kit (86652, CST) according to the manufacturer’s instructions. The *Phf2* KO and mock cells 4 d post differentiation were subjected for CUT&RUN-qPCR analysis. The 100,000 cells were harvested per reaction and bound to activated Concanavalin A beads and permeabilized. The bead-cell complex was incubated overnight with either an anti-Histone H3K9me2 antibody (ab1220, Abcam, Cambridge, UK) or a control IgG antibody (CST) at 4°C. Cells were washed three times with digitonin buffer, and resuspended in 50 μl pAG/MNase for 1h at RT. DNA fragments were purified using the NucleoSpin Gel and PCR Clean-up (740609.50, Takara).

Quantitative PCR was performed with GeneAce SYBR qPCR Mix II (313–09423, NIPPON GENE, Tokyo, Japan). The primer sequences are listed in Table 2. Each Ct values were normalized to *Actb*.

**Table 2:** The primer sequence for qPCR.

Gene name	Forward (5’- 3’)	Reverse (5’- 3’)
*Actb*	TGTTACCAACTGGGACGACA	ACCTGGGTCATCTTTTCACG
*Mef2c*	TGAAATGAAGCAAGTGTGTGC	TCCAATCGGAAGTCTATCCA
*Mybpc2*	GTTCCCAAGACCCAGGATTT	GAAAGAGGGGAACTGGAACC
*Myh7*	GAACATGCCATGCCACAAC	CCCAGTCCCTAGCCAGATTT

### Statistical analysis

Results are expressed as mean ± SD. Statistical comparisons between two groups were performed using unpaired Student’s *t*-tests. One-way ANOVA was used to analyze differences between multiple groups.

## Results

### PHF2 expression in C2C12 cells

We examined *Phf2* expression in C2C12 myotubes. *Phf2* mRNA expression during C2C12 myotube differentiation was determined (Fig 1A). *Phf2* was detected in C2C12 cells and its expression remained constant during differentiation. PHF2, a nuclear protein, is expressed in various organs [16,22]. Therefore, PHF2 localization was visualized via immunofluorescence. PHF2 was localized to the nuclei of C2C12 myoblasts and myotubes (Fig 1B). This PHF2 localization is consistent with its function as an H3K9me2 histone demethylase.

**Fig 1:**
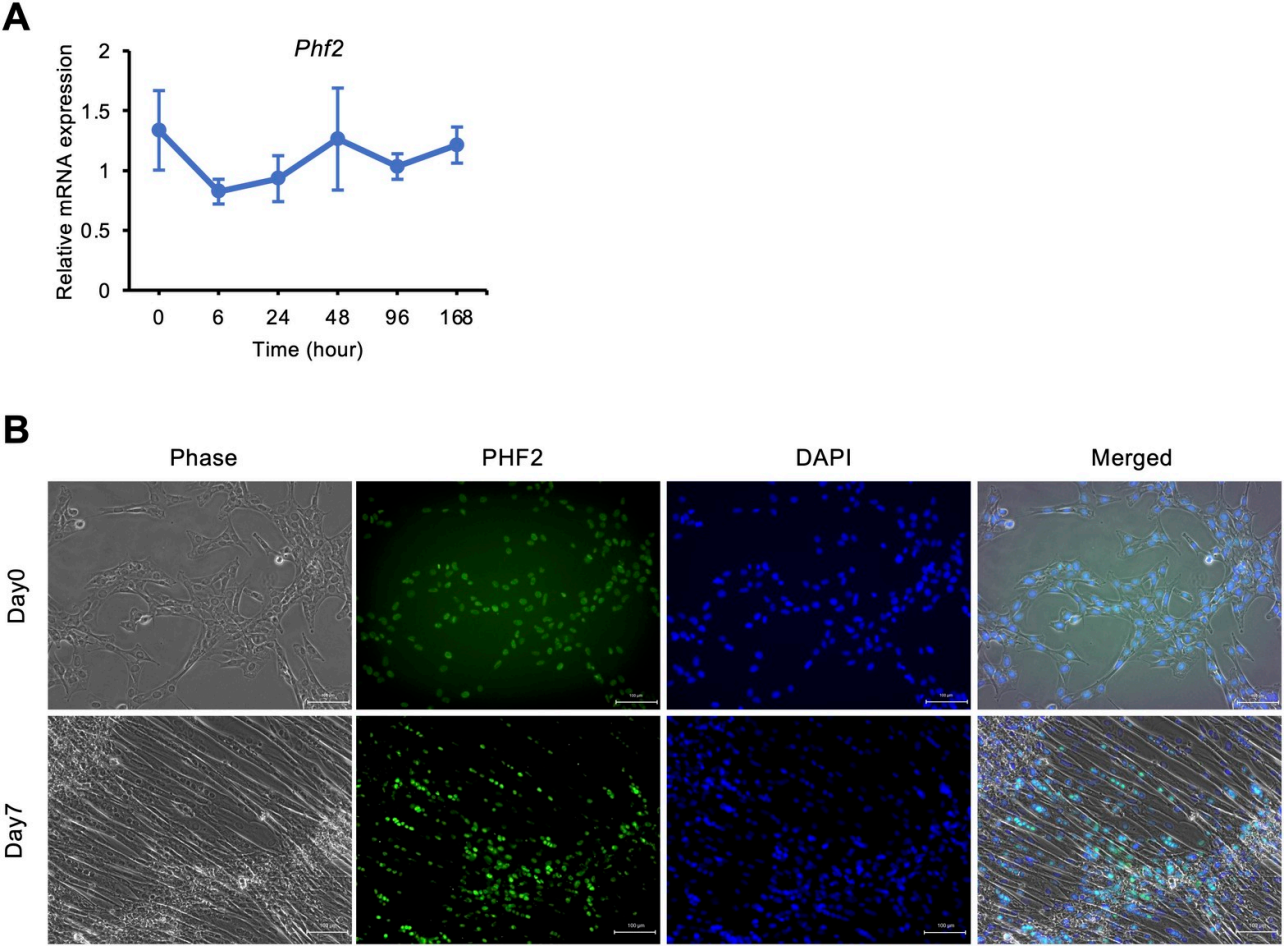
*Phf2* expression and PHF2 localization in C2C12 myotubes. (A) *Phf2* mRNA expression during differentiation in C2C12 myotubes (n = 4 wells per condition in one experiment). (B) Immunofluorescence staining of PHF2 (green) and DAPI (blue) in C2C12 myotubes on days 0 and 7 post differentiation. Scale bar, 100 μm.

### Generation of *Phf2* KO C2C12 cells via CRISPR/Cas9

To clarify the function of *Phf2* in myogenesis, we generated *Phf2* KO C2C12 myoblasts. We designed four distinct *Phf2*-specific gRNA sequences using CHOPCHOP and constructed four plasmids containing the ZsGreen fluorescence reporter [18]. The four plasmids were pooled and transfected into C2C12 cells. As mock control, C2C12 cells transfected with a plasmid containing the ZsGreen fluorescence reporter without a specific gRNA was used. 24 hours after transfection, the cells were examined via fluorescence microscopy to confirm that the plasmid DNA was incorporated into the C2C12 myoblasts. Transfected cells were collected using a cell sorter (Fig 2A and 2B). PHF2 protein levels, determined using the Simple Western System, were 96.5% lower following *Phf2* knockout (Fig 2C).

**Fig 2:**
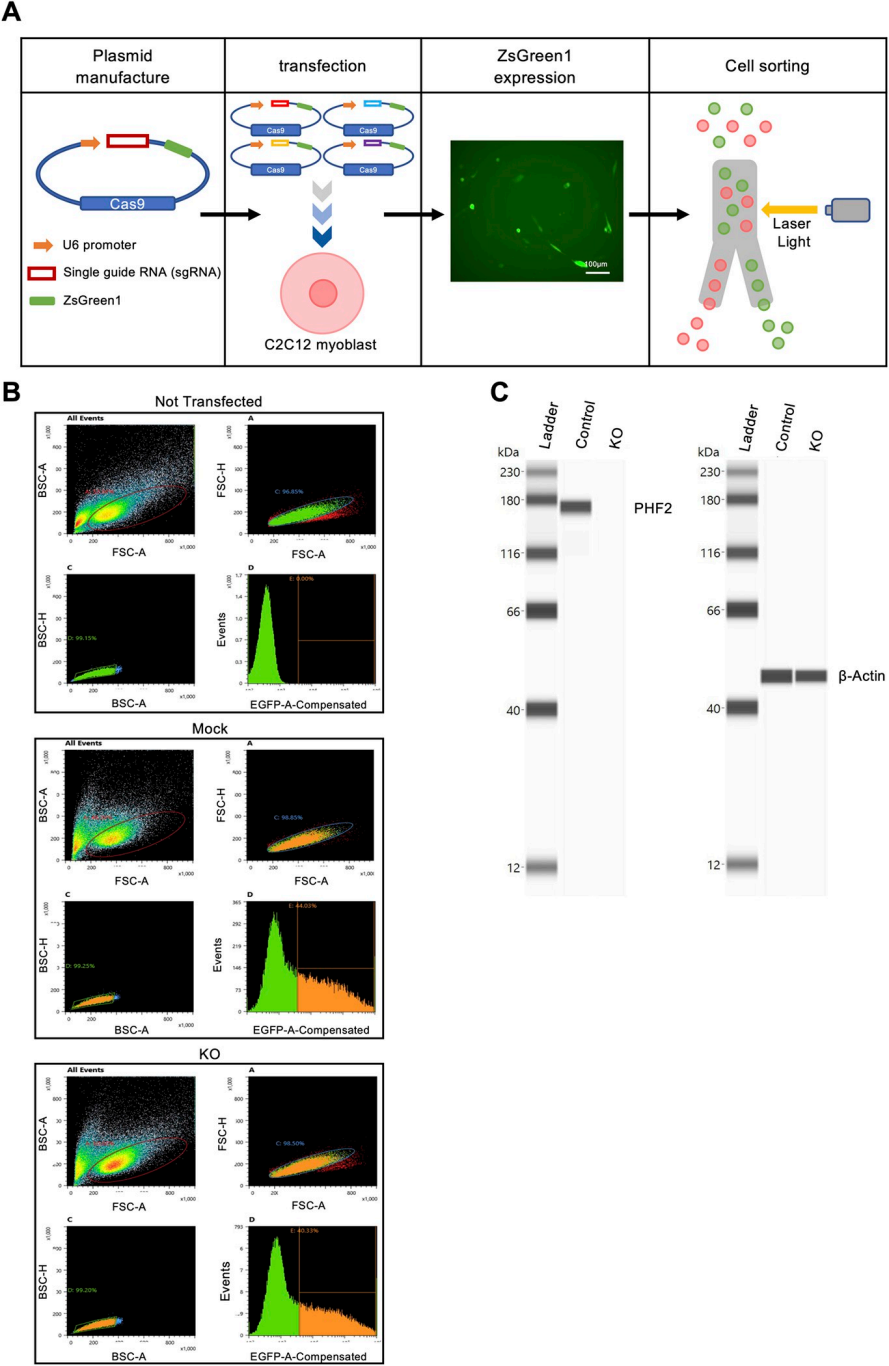
Generation of *Phf2* knockout (KO) cells in C2C12 myoblasts. (A) Overview of the generation of *Phf2* KO C2C12 cells. (B) Myoblasts expressing ZsGreen were obtained via cell sorting. Sorted untransfected C2C12 cells (without fluorescence) were used as negative controls. *Phf2* KO and mock cells were sorted under the same conditions. Sorted cells are indicated in the orange areas. (C) Protein levels of PHF2 were determined using the Simple Western System.

### Differentiation of *Phf2* KO C2C12 cells

To analyze the myotube-formation capacity of *Phf2* KO cells, they were cultured for 7 d in the differentiation medium (Fig 3A). The myotube diameter in the *Phf2* KO group after 7 d differentiation was not significantly different from that of the mock group (Fig 3B). The differentiation status of *Phf2* KO cells 7 d after induction of differentiation was analyzed by immunofluorescence staining of MyHC (Fig 3C). *Phf2* KO did not affect total myotube area or myotube fusion index (Fig 3D and 3E). These results suggest that *Phf2* KO did not affect C2C12 myotube formation.

**Fig 3:**
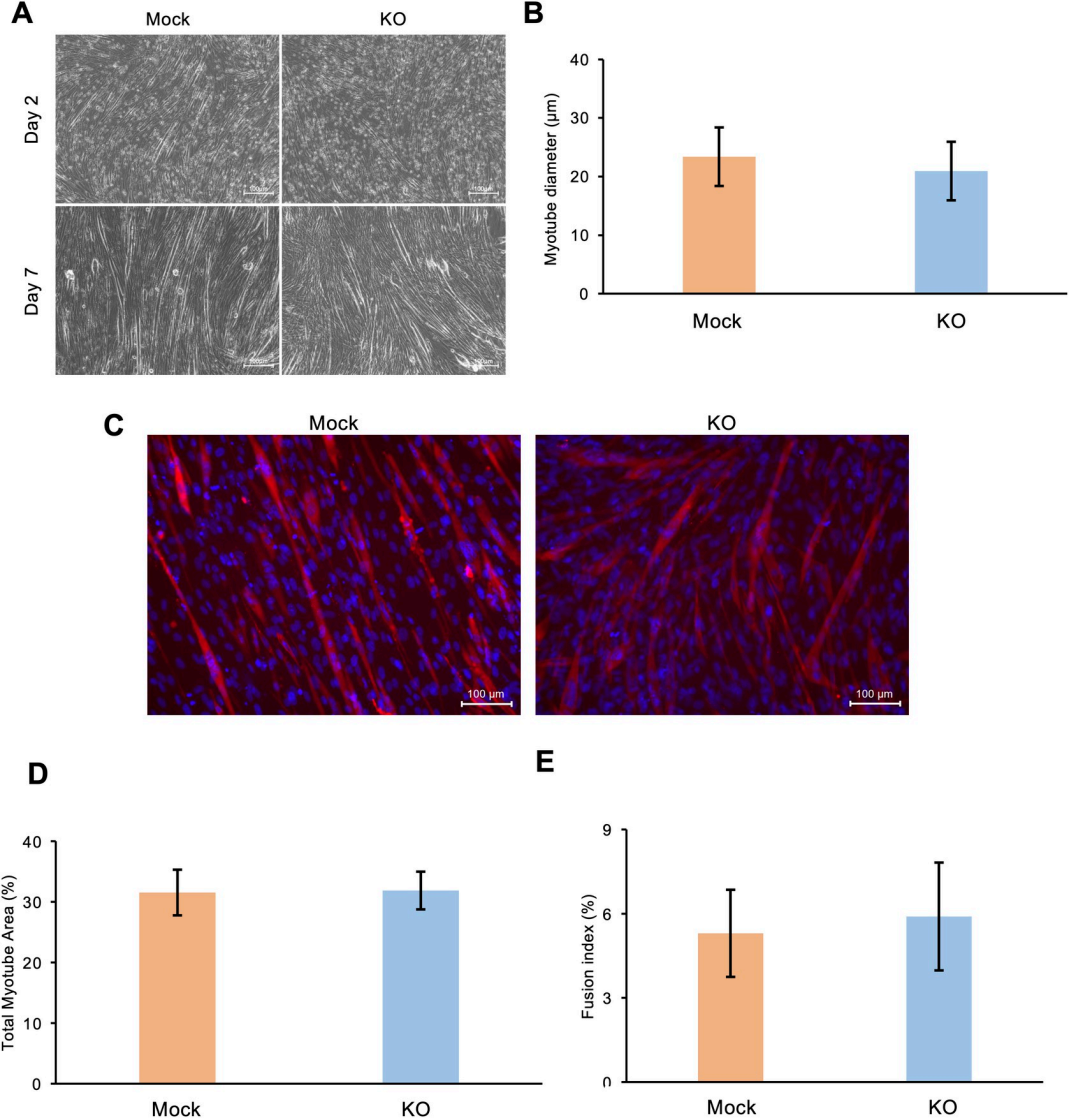
The effect of *Phf2* knockout (KO) on myotube formation at 7 d post differentiation. (A) Phase-contrast microscopy images of mock and *Phf2* KO cells 7 d post differentiation. Scale bar, 100 μm. (B) Myotube diameter in mock and *Phf2* KO cells 7 d post differentiation (n = 100 cells per group in one experiment). (C) Immunofluorescence staining of Myosin Heavy Chain (MyHC, red) and nuclei (blue). (D) Total MyHC-expressing area (n = 8, cells per group in one experiment). (E) Myotube fusion index based on the ratio of MyHC-nuclei to total nuclei (n = 10, cells per group in one experiment).

### RNA-seq analysis of *Phf2* KO C2C12 cells

To analyze transcription in *Phf2* KO cells, RNA sequencing was performed on *Phf2* KO C2C12 cells 2 d post differentiation. 

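The deposited data hold 6 libraries of polyadenylated RNA from C2C12 cells, a mouse myoblast line that fuses into myotubes in low-serum medium, taken 2 d post differentiation: 3 of *Phf2* KO cells and 3 of control cells. The paper describes the control as mock cells that received the plasmid without a *Phf2* guide and also calls them WT, and the sample labels call them wild type. Fig 4 gives n as wells of a single experiment. The authors aligned paired-end reads of 150 bp to mm10 and had StringTie estimate a count for each gene; the matrix holds these estimates as whole numbers for 55401 genes, without normalization. The level of *Phf2* (ENSMUSG00000038025, chromosome 13, 48801750 to 48871119) was examined first. Its TMM-normalized level, given as CPM (the count scaled to equal library sizes), were 102.4, 95.5 and 104.6 in control replicates 1, 2 and 3, and 41.1, 37.6 and 38.6 in *Phf2* KO replicates 1, 2 and 3. The mean was 100.8 ± 4.73 CPM (SD, n = 3) in control cells and 39.1 ± 1.78 CPM (SD, n = 3) in *Phf2* KO cells, which is 38.8% of the control level. The log2 fold change was -1.37 (standard error 0.055, adjusted p = 8.32e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every *Phf2* KO library lay below every control library. With each library left out in turn, the largest adjusted p was 3.64e-06.
The total of estimated counts was between 56821143 and 58507833 in the control libraries (median 58241186) and between 52526109 and 67502788 in the *Phf2* KO libraries (median 61821120). These totals are not read numbers. The unit was worked out on genes with 1 transcript and a count of at least 500. Coverage times transcript length per count was within 0.5 of 75 in 90.3% to 91.2% of them. The reads were 150 bp long, so a read pair adds about 4 counts. The 10 most abundant genes took between 6.88% and 7.24% of the counts, and mitochondrial genes between 3.51% and 3.71%. The counts were scaled by TMM, genes with low counts were removed by edgeR's filterByExpr (a minimum count of 10), and *Phf2* KO was compared with control for the remaining 17310 genes by the quasi-likelihood test. The paper used another test of edgeR, exactTest, which was run as an alternative.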

In total, 279 significantly differentially expressed genes (DEGs) were identified in *Phf2* KO cells (*q* < 0.05), with 102 upregulated and 177 downregulated (Fig 4A–4C). 

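With the quasi-likelihood test, 1122 of 17310 genes had an adjusted p under 0.05, of which 557 were higher and 565 were lower in *Phf2* KO cells. With exactTest on the same genes, the test that the paper names, 1127 genes passed the same threshold (536 higher and 591 lower), and 1013 of them were among the 1122. Most changes were small. The median absolute log2 fold change of the 1122 genes was 0.33, and 893 of them (79.6%) changed by less than 1.5-fold. Every *Phf2* KO library lay on one side of every control library for 1121 of the 1122 genes, and for 4347 of the 17310 genes tested (25.1%), where chance gives 10%. Of the alternatives set before the data were examined, a limma fit of log2(TPM + 1) moved the number most, with 158 genes (70 higher and 88 lower). Leaving out 1 library gave at most 1039 genes, with 468 without control replicate 2, 577 without *Phf2* KO replicate 2 and 613 without *Phf2* KO replicate 3. The 5 smallest p-values belonged to *Car3*, *Phf2*, *Myh8*, *Mb* and *Cdkn1a*. *Car3* (ENSMUSG00000027559, chromosome 3, 14863512 to 14872523) encodes a carbonic anhydrase and rose from 307.2 ± 14.3 CPM (SD, n = 3) in control cells to 668.4 ± 12.0 CPM (SD, n = 3) in *Phf2* KO cells, a log2 fold change of 1.12 (standard error 0.043, adjusted p = 7.94e-09 from the quasi-likelihood test, higher in 3 of 3 *Phf2* KO libraries than in any control library).

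**Figure D2:**
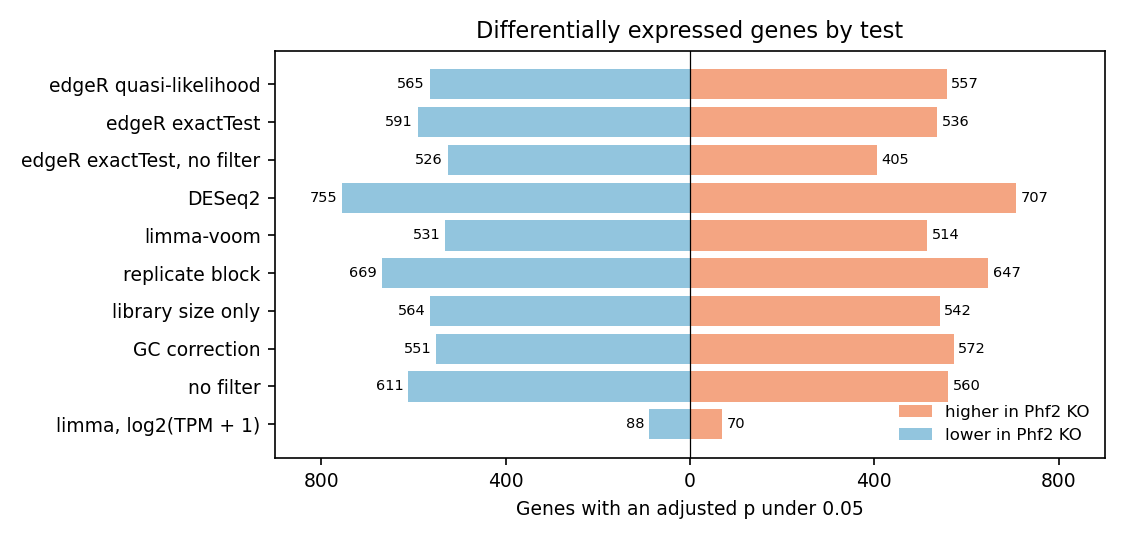
Number of genes with an adjusted p under 0.05 (horizontal axis), higher (right) or lower (left) in *Phf2* KO cells, under 10 ways of testing the same 6 libraries (rows). The quasi-likelihood test gives 557 higher and 565 lower genes, and the fit of log2(TPM + 1) gives 70 and 88.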

Interestingly, the expression of genes involved in myogenesis and muscle differentiation, such as *Mef2c* and *Myog*, was lower in the *Phf2* KO cells than in the WT cells (Fig 4B). 

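*Mef2c* (ENSMUSG00000005583, chromosome 13, 83504034 to 83667080) encodes a transcription factor of muscle differentiation. Its level was 36.8 ± 5.56 CPM (SD, n = 3) in control cells and 12.8 ± 1.86 CPM (SD, n = 3) in *Phf2* KO cells, a log2 fold change of -1.52 (standard error 0.13, adjusted p = 6.97e-05 from edgeR's quasi-likelihood test). *Myog* (ENSMUSG00000026459, chromosome 1, 134289989 to 134292548) fell less, from 470.7 ± 38.3 CPM (SD, n = 3) to 372.9 ± 30.8 CPM (SD, n = 3), a log2 fold change of -0.34 (standard error 0.071, adjusted p = 0.0221). *Myog* did not pass the threshold in 4 of the 6 fits that each left out a library, with an adjusted p of 0.0796 without control replicate 1, 0.0909 without control replicate 2, 0.0768 without *Phf2* KO replicate 2 and 0.129 without *Phf2* KO replicate 3. For *Mef2c*, the largest adjusted p of those fits was 0.00125, but it was 0.219 and 0.241 in the limma fits of log2(TPM + 1) and log2(TPM + 0.1). These genes and the other 6 named in Fig 4B were lower in every *Phf2* KO library than in every control library. The log2 fold change was -0.97 for *Mb*, -0.93 for *Myh1*, -0.89 for *Myh2*, -0.44 for *Myh3*, -1.10 for *Myh4* and -0.85 for *Myh7*. All 8 genes had an adjusted p under 0.05 over all genes tested, and also when adjusted over the list alone, which is not independent evidence because the paper chose them on these libraries. *Myh4* (adjusted p = 0.0476) and *Myh7* (adjusted p = 0.0415) were nearest to the threshold. They were above it in the fit with the replicate number as a block, with 0.0657 and 0.0873. The same held with limma-voom (0.0623 and 0.0609), the GC correction (0.0555 and 0.0615) and no filter (0.106 for each). Without 1 library, *Myh3* was above it in 3 fits (control replicate 1 and *Phf2* KO replicates 1 and 3, up to 0.143), *Myh4* in 4 fits (all but control replicates 1 and 3, up to 0.169) and *Myh7* in 5 fits (all but control replicate 3, up to 0.175). In the fits without 1 library, between 4 and 8 of the 8 genes passed it, the lowest number without *Phf2* KO replicate 3. With limma on log2(TPM + 1) and log2(TPM + 0.1), 3 and 4 of the 8 passed it, and *Myh7* had an adjusted p of 0.601 and 0.625.

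**Figure D3:**
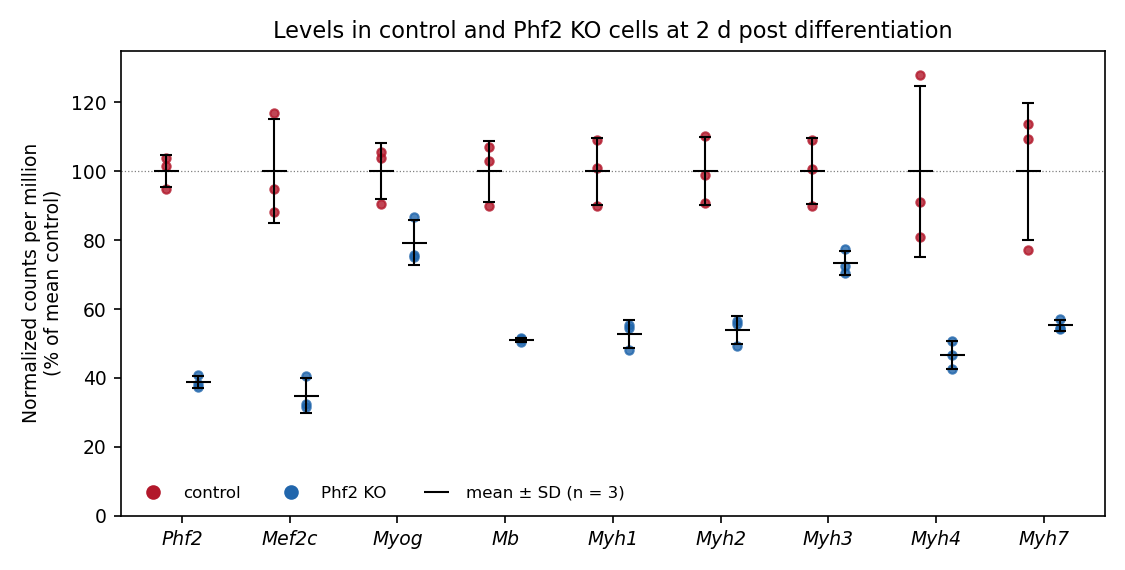
Level of *Phf2* and of the 8 genes named in Fig 4B in each library, as normalized CPM in percent of the mean of the control libraries (vertical axis); points are libraries, and bars are the mean and SD of 3 libraries per group. *Mef2c* is at 34.8% and *Myog* at 79.2% of the control mean in *Phf2* KO cells.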

KEGG and BP DIRECT analyses were used to examine the biological functions of genes with significantly different expression [23]. KEGG pathway analysis of the 102 upregulated and 177 downregulated genes in *Phf2* KO revealed that the downregulated pathways included cardiac muscle contraction (*Atp2a1/1a2*, *Cacna1s*, *Casq2*, *Hrc*, *Myh6/7*, *Myl4*, *Tnnt2*), calcium signaling (*Atp2a1*, *Cacna1s*, *Camk2a*, *Casq2*, *Erbb3*, *Fgfr1*, *Hrc*, *Pdgfb*, *Ryr1/3*, *Tnnc2*, *Tpcn1*), and adrenergic signaling in cardiomyocytes (*Atp2a1/1a2*, *Cacna1s*, *Camk2a*, *Myh6/7*, *Myl4*, *Akt2*, *Tnnt2*) (Fig 4D). 

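The 7 gene lists that the paper prints for the KEGG and BP DIRECT terms hold 41 different genes, all of which passed the filter on low counts. The genes of each list were counted in the quasi-likelihood fit. The KEGG and DAVID gene sets themselves were not used here. Of the 9 genes printed for cardiac muscle contraction, 9 were lower in *Phf2* KO cells and 8 had an adjusted p under 0.05. Their log2 fold changes ran from -1.0 to -0.51, with a median of -0.64. Of the 12 genes printed for calcium signaling, 12 were lower and 11 passed the threshold, with log2 fold changes from -0.85 to -0.26. Of the 9 genes printed for adrenergic signaling in cardiomyocytes, 9 were lower and 8 passed, with log2 fold changes from -1.0 to -0.22. The gene that did not pass was the same in each list. *Atp2a1* (ENSMUSG00000030730, chromosome 7, 126445858 to 126463108) encodes a calcium pump of the sarcoplasmic reticulum and had a log2 fold change of -0.62 (standard error 0.13, adjusted p = 0.0609 from the quasi-likelihood test), with 820.0 ± 118.5 CPM (SD, n = 3) in control cells and 534.7 ± 42.3 CPM (SD, n = 3) in *Phf2* KO cells. It was lower in every *Phf2* KO library than in every control library. Over the 15 alternatives with all 6 libraries its adjusted p was between 1.48e-06, with exactTest, and 0.129; with the replicate number as a block it was 0.00928. It was also past the threshold without control replicate 1 (0.0221) and without control replicate 3 (0.00317). When adjusted over the list alone, 9, 12 and 9 genes passed, which is not independent evidence because the lists were drawn from these libraries. *Cacna1s* (ENSMUSG00000026407, chromosome 1, 136052750 to 136119822) encodes a subunit of a calcium channel and is printed under each of these 3 terms. Its log2 fold change was -0.74 (standard error 0.075, adjusted p = 1.28e-04).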

BP DIRECT analysis revealed enrichment by the downregulated genes of muscle contraction (*Actn2*, *Cacna1s*, *Chrnb1*, *Lmod3*, *Myom3*, *Myh1/2/3/4/6/7/8*, *Myl1/6b*, *Ryr1*, *Tnni1*, *Tnnt1/2*), skeletal muscle fiber development (*Stac3*, *Cacna1s*, *Klhl40*, *Lmod3*, *Myh4*, *Plec*, *Ryr1*), skeletal muscle tissue regeneration (*Klf5*, *Dysf*, *Dag1*, *Mymk*, *Mymx*, *Plau*), and muscle-cell development (*Actn2*, *Cacna1s*, *Chrnb1*, *Dysf*, *Neb*) (Fig 4E). 

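The genes that the paper prints for the BP DIRECT terms were counted in the same fit. For muscle contraction, 18 of 18 genes were lower in *Phf2* KO cells with an adjusted p under 0.05, and their log2 fold changes ran from -1.75 to -0.41 with a median of -0.68. For skeletal muscle fiber development, 7 of 7 genes were lower and passed, with log2 fold changes from -1.10 to -0.21. For skeletal muscle tissue regeneration, 6 of 6 genes did so, with log2 fold changes from -0.58 to -0.35, and for muscle-cell development, 5 of 5 genes did so, with log2 fold changes from -1.41 to -0.42. The gene with the largest change was *Myh8* (ENSMUSG00000055775, chromosome 11, 67277124 to 67308634), which encodes the perinatal myosin heavy chain. It fell from 91.2 ± 10.6 CPM (SD, n = 3) to 27.0 ± 1.77 CPM (SD, n = 3), a log2 fold change of -1.75 (standard error 0.082, adjusted p = 5.46e-07 from the quasi-likelihood test). *Actn2* (ENSMUSG00000052374, chromosome 13, 12269426 to 12340760), which encodes an alpha-actinin of the Z-disc, fell from 15.2 ± 3.45 CPM (SD, n = 3) to 5.74 ± 1.20 CPM (SD, n = 3), a log2 fold change of -1.41 (standard error 0.20, adjusted p = 0.00234). Both genes were lower in all 3 *Phf2* KO libraries. Adjusted over the list alone, the counts were again 18, 7, 6 and 5. With the replicate number as a block, *Neb* (adjusted p = 0.123; over its 15 alternatives from 1.25e-17 to 0.126) was not past the threshold, nor were *Myh4* and *Myh7*. Without *Phf2* KO replicate 1, *Neb* had an adjusted p of 0.0518. Over the 41 genes of the 7 lists, the lowest number past the threshold was 18, with the limma fit of log2(TPM + 1). For tissue regeneration, exactTest with equal library sizes, chosen after seeing the data, gave 1 of 6.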

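Adhesion genes were examined through a list of 70 integrins, laminins, collagens, other matrix proteins and focal adhesion components, written from gene families before the data were examined. Of the 66 members tested, 41 were higher and 25 were lower in *Phf2* KO cells, with a median log2 fold change of 0.09. Of these, 10 were higher and 5 were lower with an adjusted p under 0.05. In the fits without 1 library, 4 to 9 were higher and 1 to 6 were lower past the threshold. The limma fit of log2(TPM + 1) gave 2 higher and 1 lower, and the replicate block with GC correction gave 16 and 4. The list was shifted upward relative to the other genes in the camera set test with a preset correlation of 0.01 (adjusted p = 0.021 over 9 lists). Its higher members were more frequent among the 557 higher genes than among the 17310 genes tested (one-sided Fisher's exact test, adjusted p = 2.75e-04). Fisher's test takes the genes as independent of each other. The set test was also past the threshold with fry (adjusted p = 0.0225), but not with camera's estimated correlation (adjusted p = 0.215), and it was not past it without control replicate 1, control replicate 3 or *Phf2* KO replicate 1 (adjusted p = 0.0915, 0.0869 and 0.0586). *Col6a2* (ENSMUSG00000020241, chromosome 10, 76595762 to 76623630) rose from 699.9 ± 46.2 CPM (SD, n = 3) to 955.8 ± 66.0 CPM (SD, n = 3), a log2 fold change of 0.45 (standard error 0.057, adjusted p = 7.73e-04 from the quasi-likelihood test). *Cav1* rose as well, with a log2 fold change of 0.38. *Itga7*, the integrin alpha-7 gene (ENSMUSG00000025348, chromosome 10, 128933818 to 128958282), fell, with a log2 fold change of -0.48 (standard error 0.043, adjusted p = 3.18e-05). For these 3 genes, the groups of 3 libraries did not overlap.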

Focal/cell adhesion was enriched by the upregulated genes (Fig 4D and 4E). Gene Ontology analysis revealed that PHF2-targeted genes were mainly associated with muscle contraction, muscle cell development, and skeletal muscle fiber development.

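The shift of muscle genes was also measured on 2 lists written from gene families before the data were examined. The first holds 62 genes of the sarcomere, and the second holds 31 genes of excitation-contraction coupling and the neuromuscular junction. Of the 58 sarcomere genes tested, 53 were lower in *Phf2* KO cells, 38 of them with an adjusted p under 0.05, and none was higher past that threshold. The 38 became 24 to 44 in the fits without 1 library. They became 11 and 14 in the limma fits of log2(TPM + 1) and log2(TPM + 0.1). The median log2 fold change was -0.49, against -0.001 for all 17310 genes. Camera with a preset correlation of 0.01 gave an adjusted p of 6.87e-66 over 9 lists, fry gave 0.0172, and camera with an estimated correlation gave 0.0818. Of the 29 excitation-contraction genes tested, 28 were lower, 21 of them past the threshold, and the median log2 fold change was -0.50 (adjusted p = 1.02e-47 from camera, 0.00661 from fry and 0.0473 with an estimated correlation). The 565 lower genes contained 38 of the 58 sarcomere genes (odds ratio 60.2, one-sided Fisher's exact test, adjusted p = 1.77e-41). Fisher's test takes the genes as independent of each other, so this p does not measure the spread between libraries. The paper names 19 of the 62 sarcomere genes. Of the 39 tested sarcomere genes that it does not name, 34 were lower, 20 of them past the threshold, with a median log2 fold change of -0.42. From the enrichment of muscle terms among the downregulated genes, the paper states that the genes targeted by PHF2 were mainly those of muscle contraction, muscle cell development and skeletal muscle fiber development.

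**Figure D4:**
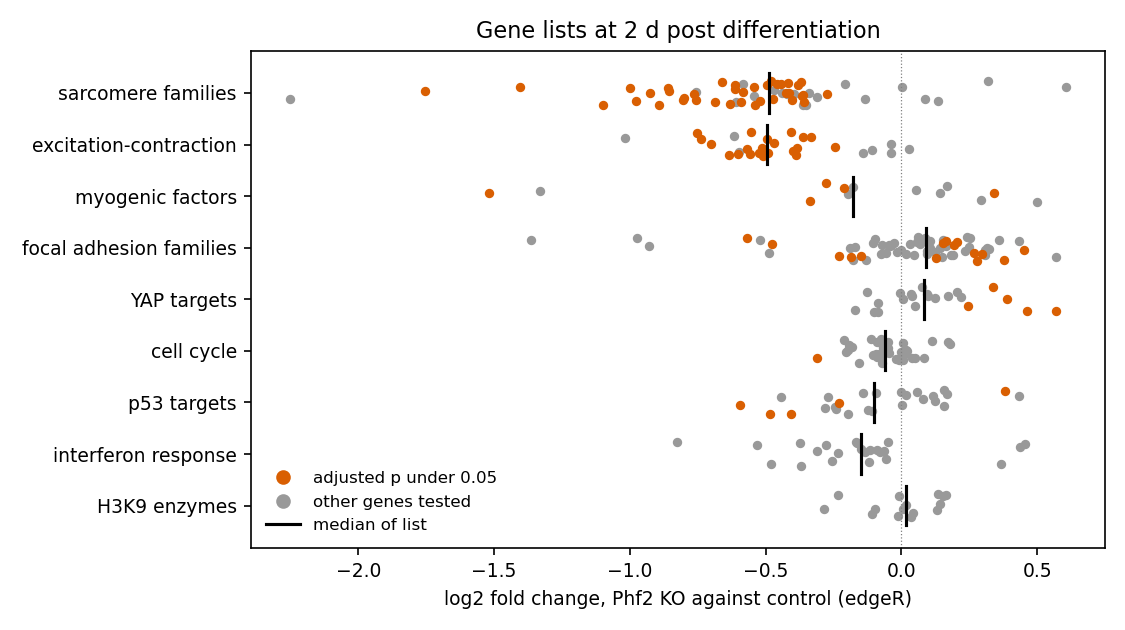
Log2 fold change (*Phf2* KO against control, horizontal axis) of each tested gene of the 9 lists written before the data were examined, one list per row, with *Phf2* itself left out; orange points have an adjusted p under 0.05, and black lines are list medians. The sarcomere and excitation-contraction lists lie mostly below 0, with medians of -0.49 and -0.50, while the other lists have medians between -0.18 and 0.09.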

**Fig 4:**
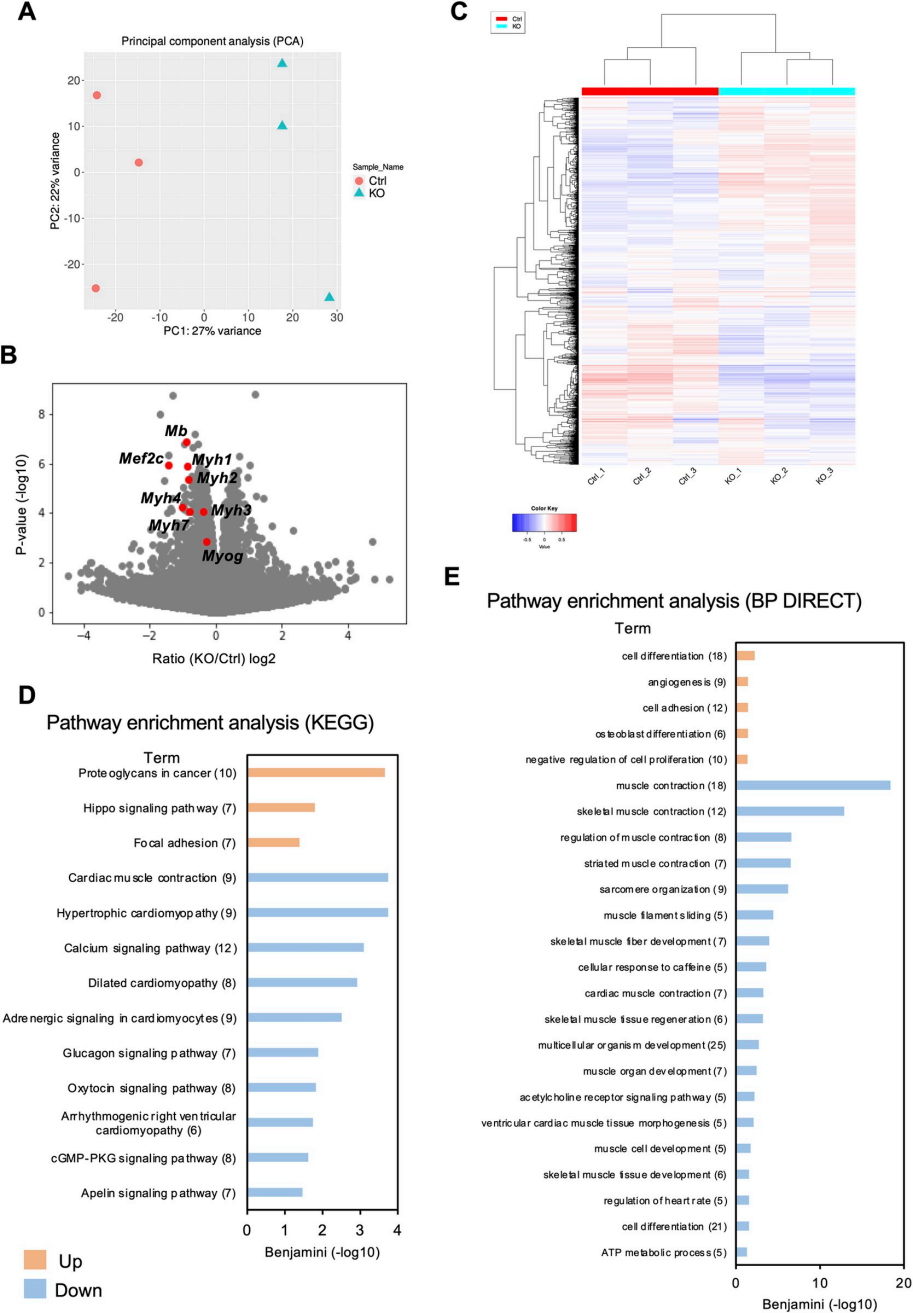
RNA-sequence analysis of *Phf2* knockout (KO) cells at 2 d post differentiation. (A) Principal components analysis with RNA-seq analysis of *Phf2* control cells and *Phf2* KO cells (n = 3 wells in each group in one experiment). (B) Volcano plot of the RNA-seq data obtained from *Phf2* KO cells 2 d post differentiation. (C) Heatmap visualizing the expression profiles based on RNA-seq analysis of *Phf2* control and *Phf2* KO cells (n = 3 wells per group). (D) KEGG pathway analysis of differentially expressed genes (DEGs) in *Phf2* KO C2C12 cells. Numbers in parentheses indicate the number of genes associated with each enriched term. (E) BP DIRECT analysis of DEGs in *Phf2* KO C2C12 cells. Numbers in parentheses indicate the number of genes associated with each enriched term.

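Principal components were computed on log2(CPM + 4) for the 15877 genes with at least 0.5 CPM in at least 1 library, the default transformation of iDEP. PC1 held 37.8% of the variance and PC2 held 21.4%. On PC1 the control libraries lay at -8.98, -12.0 and -6.18 and the *Phf2* KO libraries at 8.53, 8.87 and 9.75 (replicates 1, 2 and 3). On PC2 the libraries were ordered by replicate number rather than by group, with -7.90 and -7.01 for replicate 1, 8.28 and 10.1 for replicate 2, and -2.03 and -1.47 for replicate 3 (control and *Phf2* KO). Average-linkage clustering of the 2000 most variable genes placed 6 of 6 libraries with their own group. It did so with log2(CPM + 1) and with the full set of 15877 genes as well. The share of PC2 moved most with the 500 most variable genes, to 32.0%, and the share of PC1 moved most with log2(CPM + 1), to 32.4%. No test was applied to these values.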

### PHF2 regulates the expression of genes involved in muscle terminal differentiation via demethylating repressive H3K9me2 mark

We validated the RNA-seq results via qPCR and determined the expression patterns of the main genes in myogenesis. *Myod1*, *Myf5*, and *Myog* are myogenic regulators of transcription factors that induce myotube formation [24–26]. qRT-PCR revealed that *Myod1* and *Myog* were upregulated in the mock cells 2 d post differentiation, and that *Myod1*, *Myf5*, and *Myog* expression was slightly reduced in *Phf2* KO cells, however, the expression levels were not changed at 7 d post differentiation (S1 Fig). Considering the results of myotube formation (Fig 3), the reduction of *Myod1* and *Myog* at 2 d post differentiation is not physiologically important in early myogenesis.

Then we analyzed the expressions of terminal differentiation genes (*Mef2c*, *Myh*s, and *Tnnt2*) that are highly expressed in differentiated myotube and mainly encode muscle sarcomeres. We also included *Mylk2* and *Mybpc2* which were not highly expressed at 48 h post differentiation but were highly elevated on 7 d post differentiation. Their induction was significantly impaired in *Phf2* KO myotubes (Fig 5A). These results indicated that *Phf2* regulated the expression of sarcomeric genes highly expressed at terminal differentiation.

**Fig 5:**
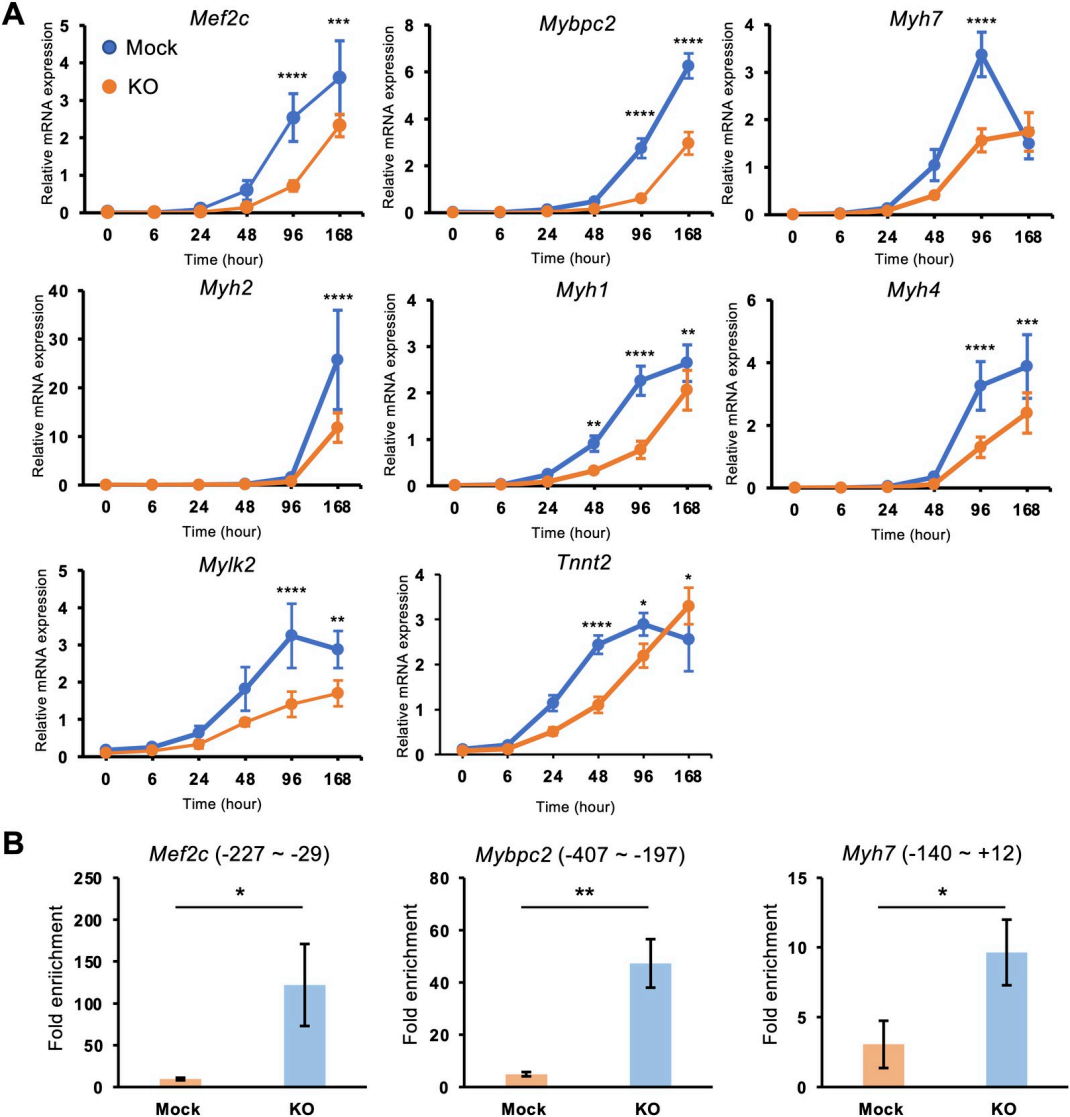
Expression of genes and recruitment of H3K9me2 related to muscle myogenesis in *Phf2* KO cells. **(A)** mRNA expression of *Mef2c*, *Mybpc2*, *Myh7*, *Myh2*, *Myh1*, *Myh4*, *Mylk2*, and *Tnnt2* in mock and *Phf2* KO cells based on qRT-PCR (n = 4 wells per condition in one experiment). (B) CUT&RUN-qPCR analysis of H3K9me2 mark in the promoter region of *Mef2c*, *Mybpc2*, and *Myh7* using mock and *Phf2*-KO cells (n = 3 wells per condition in one experiment). The amplicon positions from TSS were indicated in parentheses. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 compared with mock C2C12 myotubes.

As PHF2 is known to act as an epigenetic activator by removing H3K9me2 [22,27,28], we performed CUT&RUN-qPCR assay with a H3K9me2 antibody using *Phf2* KO and mock cells on 4 d post differentiation. *Phf2* KO myotubes increased the H3K9me2 mark at the promoter region of *Mef2c*, *Mybpc2*, and *Myh7* (Fig 5B). Taken together, these findings indicate that PHF2 plays an important role in inducing sarcomeric genes via demethylating H3K9me2 during myogenesis.

## Discussion

In this study, we generated *Phf2* KO cells using the CRISPR/Cas9 system and analyzed their transcriptional function during myogenesis via RNA sequencing. This revealed that PHF2 is required for the expression of sarcomeric genes such as *Myh*s and *Mybpc2*.

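In the RNA-seq data at 2 d post differentiation, 9 sarcomeric myosin heavy chain genes passed the filter on low counts, and each had a log2 fold change below 0. Beside the genes named in Fig 4B and *Myh8*, the log2 fold change was -1.0 for *Myh6* (adjusted p = 1.79e-04 from the quasi-likelihood test) and -0.98 for *Myh7b* (adjusted p = 0.0054). *Myh13* showed no difference beyond its spread (-0.39, standard error 1.32, adjusted p = 0.925). *Myh1*, *Myh2*, *Myh3*, *Myh4*, *Myh8* and *Myh13* lie side by side on chromosome 11 between 67078300 and 67371586, and *Myh6* and *Myh7* on chromosome 14 between 54941921 and 54994626. Reads of such paralogs could have been split between the genes by the authors' counting, so the value of a single gene is uncertain. *Mybpc2* (ENSMUSG00000038670, chromosome 7, 44501699 to 44524656), which encodes the fast isoform of myosin-binding protein C, had a low level at this stage. It had 2.02 ± 0.82 CPM (SD, n = 3) in control cells and 1.20 ± 0.24 CPM (SD, n = 3) in *Phf2* KO cells. Its estimated counts ran from 86 to 169 in control libraries and from 61 to 89 in *Phf2* KO libraries. The log2 fold change of -0.76 (standard error 0.31) was not significant at this depth (adjusted p = 0.194 from the quasi-likelihood test). Under the 15 alternatives that used all 6 libraries, its adjusted p was between 0.146 and 0.442. Across the fits without 1 library, its log2 fold change ran from -0.937 to -0.374. The highest adjusted p, 0.639, came without control replicate 1, which had 169 counts against 86 and 94 in the other control libraries.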

The CRISPR/Cas9 system was used to generate KO cells for the genes of interest [29–31]. Using the CRISPR/Cas9 system to obtain KO cells, single-cell cloning is required, owing to the heterogeneity of mutations. However, repeated passage can easily result in the loss of myogenic function in C2C12 cells. Therefore, single-cell cloning was not performed after sorting. Instead, to increase the knockout efficiency, we developed four distinct gRNAs and transfected the pooled plasmid (Fig 2). The *Phf2* KO cells remained viable even after cryopreservation. The KO cell generation method used here could be useful for the KO of other cells with differentiation capacities, such as 3T3-L1 or MC3T3-E1 cells.

Three H3K9 methyltransferases (*Setdb1*, *Suv39h1*, and *G9a*) and two H3K9 demethylase (*Lsd1 and Jmjd1c)* have been reported to regulate myogenesis; *Setdb1*, *Suv39h1*, and *G9a* inhibited myogenesis [8–10], while *Lsd1 and Jmjd1c* accelerate it [11,12]. A complex mechanism involving three methyltransferases and two demethylases is involved in H3K9 methylation during muscle differentiation. Here, we found that *Phf2*, also an H3K9 demethylase, positively regulated sarcomeric gene expression during myogenesis (Fig 5B). Therefore, our results are consistent with previous reports on H3K9 methylation during myogenesis, and we proposed another regulator of myogenesis.

These findings reveal that *Phf2* KO impaired the expression of genes involved in myogenesis (*Myog* and *Myod1)* and in sarcomeric processes (*Myhs* and *Mybpc2*) (Figs 4 and 5). However, myotube formation (in terms of myotube diameter, total myotube area, and fusion index) did not differ significantly between *Phf2* KO and mock cells (Fig 3). Conversely, suppression of sarcomeric genes may affect myofunctions such as muscle contraction, energy metabolism, and fiber-type changes. 

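For *Myod1* (ENSMUSG00000009471, chromosome 7, 46376474 to 46379099), the RNA-seq level was 86.8 ± 5.88 CPM (SD, n = 3) in control cells and 76.8 ± 1.54 CPM (SD, n = 3) in *Phf2* KO cells. Every *Phf2* KO library lay below every control library, but the log2 fold change of -0.18 (standard error 0.054) did not pass the threshold (adjusted p = 0.0679 from the quasi-likelihood test). Across the 15 alternatives with all 6 libraries its adjusted p was between 0.048, for genes with a CPM of at least 1 in at least 3 libraries, and 0.271; it was 0.0482 with DESeq2. A list of 14 genes, called myogenic factors here and written before the data were examined, had a median log2 fold change of -0.18. Of the 13 genes tested, 7 were lower and 6 were higher (adjusted p = 0.0208 from camera, 0.0172 from fry and 0.167 with an estimated correlation). Genes that promote myogenesis were not separated from genes that inhibit it, so these numbers do not measure a common direction of myogenesis. The set test was not past the threshold without control replicate 3 (0.0926) or *Phf2* KO replicate 1 (0.0586). The members past the threshold were *Mef2c*, *Myog*, *Mef2d*, *Mef2a* and *Id2*, with log2 fold changes of -0.28, -0.21 and 0.34 for the last 3; *Mef2a* did not pass it without control replicate 2 or *Phf2* KO replicate 2 (0.11 and 0.0956), and *Id2* passed it in none of the fits without 1 library (0.0601 to 0.167). Without *Mef2c*, *Myog*, *Myod1* and *Myf5*, which the paper names, the 9 other genes had a median of 0.05.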

Maximal fast-twitch muscle strength is indeed suppressed in *Mybpc2* mutant mice [32].

Additionally, it remains unclear whether these genes are direct targets of PHF2. To answer these questions, future ChIP-seq experiments and physiological analyses of muscle function in PHF2 deficient mice are necessary. Systemic *Phf2* KO mice exhibit approximately 70% mortality within 3 d of birth, with reduced adipose tissue mass in the surviving mice [14]. The generation of skeletal muscle-specific *Phf2* KO mice is essential to further elucidate the function of PHF2 in skeletal muscles.

### Limitations of the study

In this study, we used the mock control as a control of *Phf2* KO cells. The mock cells were introduced the control plasmid containing Cas9, ZsGreen, and gRNA. However, the gRNA sequence of the control plasmid does not match the mouse genomic sequence. Therefore, the double-strand break would not happen in the mock control cells. 

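The control guide that the paper lists, TGAGACGAAAAACGTCTCA (19 bases), had no exact match in the 141767 GENCODE M21 transcripts. With at most 3 mismatches and an adjacent NGG PAM, it matched the transcripts of a single gene, *Hip1* (ENSMUSG00000039959, chromosome 5, 135406531 to 135545120), with 3 mismatches. *Hip1* had 91.7 ± 6.81 CPM (SD, n = 3) in control cells and 74.6 ± 4.12 CPM (SD, n = 3) in *Phf2* KO cells, a log2 fold change of -0.30 (standard error 0.06, adjusted p = 0.00898 from the quasi-likelihood test), with every *Phf2* KO library below every control library. It was chosen after the search, outside the rule for named genes. The rest of the genome was not analysed here.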

The effect of double-strand break itself on C2C12 transcription is not excluded in this study. In addition, C2C12 cells produce immature myotubes compared to skeletal muscle in *vivo*, therefore, the present study could not clarify the role of *Phf2* in sarcomere formation and muscle contractility.

## Supporting information

S1 Fig Expression levels of genes involved in muscle myogenesis in *Phf2* KO.

How the deposited data were processed for this re-analysis (not part of the article)

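RNA sequencing was analysed for 6 libraries of C2C12 cells 2 d post differentiation: control replicates 1, 2 and 3 and *Phf2* KO replicates 1, 2 and 3. The paper prints n as wells of a single experiment, and each group came from a single pool of sorted cells, so differences between pools and effects of *Phf2* itself are not separated by the design. Myotube measurements, protein levels, quantitative RT-PCR and CUT&RUN were not analysed here, and neither were the raw reads.

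The authors aligned the reads to mm10 with HISAT2 and obtained gene counts with StringTie; the paper's text does not name the versions or the annotation. The deposited matrix holds estimated counts, as whole numbers that are not scaled by library size. These are not tallies of reads. For genes with 1 transcript and a count of at least 500, the median of covered bases per count was between 74.98 and 74.99. The values thus follow coverage times length divided by 75, while the reads were 150 bp long. The deposited tables of single libraries hold TPM, a signal that the authors scaled within each library, and these tables list the same transcripts both under reference genes and under assembled loci; the rows of reference genes were used. The deposited tables also hold coverage, the authors' mean read depth per base, which was used only to work out the unit of the counts. Of the 55401 genes of the matrix, 54349 carried an identifier with the same version in GENCODE M21 and 55141 an identifier without its version, and 107 symbols stood on more than 1 row. Coordinates are those of GENCODE M21 (GRCm38).

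Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr (minimum count 10), scaled by TMM, and tested by the quasi-likelihood test of edgeR with robust dispersion estimates. All adjusted p-values of genes are from this fit with Benjamini-Hochberg adjustment over the 17310 genes, unless another test is named, and the threshold was 0.05 without a limit on the fold change. The common biological coefficient of variation was 0.135. Log2 fold changes use a prior count of 0.125. Single values across the 6 libraries were compared by a two-sided exact permutation test, whose smallest possible p with 3 libraries against 3 is 0.1.

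Most gene names given were fixed by a rule before the data were examined: *Phf2*, each gene that the paper names in its RNA-seq and quantitative RT-PCR results, the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold whose groups do not overlap, the 5 genes with the smallest p, and at most 5 members past the threshold, those with the largest change, of each gene list reported. Named outside this rule were *Myh13* as a neighbour of the other *Myh* genes, the genes beside *Phf2* and those past the threshold within 1 Mb of it, and *Hip1* for its match to a guide. The tests of genes and lists, the alternatives and the 9 gene lists (sarcomere, excitation-contraction, myogenic factors, cell cycle, p53 targets, interferon response, focal adhesion, YAP targets and H3K9 enzymes) were fixed at the same point. The lists were tested with camera at a preset correlation of 0.01, two-sided, with fry and with camera's estimated correlation as alternatives, and by a one-sided Fisher's exact test of the genes past the threshold against the genes tested. The KEGG, Gene Ontology and DAVID gene sets were not used. Principal components and clustering followed the defaults of iDEP, with a pseudocount of 4 CPM. Figures were drawn with Python 3.11.15.

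The alternatives were exactTest with and without a filter, DESeq2 1.42.0, limma-voom (limma 3.58.1), DESeq2's size factors, upper-quartile normalization, library size alone, no filter, a CPM of at least 1 in at least 3 libraries, the replicate number as a block, a correction for GC content (a loess fit with a span of 0.5 in each library), that correction with the block, counts summed per gene symbol, limma on log2(TPM + 1) and on log2(TPM + 0.1), an adjusted p under 0.01, a fold change of at least 1.5, and leaving out each library. Chosen after seeing the data were counts divided by 2 and by 4, a correction for transcript length, exactTest with equal library sizes, exactTest on all genes with common and tagwise dispersions, and a grid of 18 settings of exactTest.

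The replicate numbers carry a pairing. Across 10923 genes with a mean of at least 5 CPM, the deviations from the group mean of libraries with the same number had correlations of 0.183, 0.345 and 0.234, and those of libraries with different numbers were at most 0.09. These correlations are across genes, which are not independent replicates. The paper does not describe a pairing, and its test has none, so the block was an alternative.

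The procedure was tested on simulated data with 16867 genes, of which 200 were changed 1.5-fold or 2-fold. Smaller changes were not simulated, while 79.6% of the 1122 genes past the threshold changed by less than 1.5-fold. The shares below thus do not give the error among most of these genes. The quasi-likelihood test called 117 genes, which held 61% of the genes changed 2-fold and 49% of those changed 1.5-fold, and 7 of the 117 (6%) were unchanged. ExactTest called 146 genes, of which 29 (19.9%) were unchanged, DESeq2 156, of which 34 (21.8%) were unchanged, and limma-voom 118, of which 10 (8.5%) were unchanged. With each simulated read counted as 4, 10.3% of the calls of the quasi-likelihood test were unchanged genes, and with the block 14.4%. The simulated libraries carried no pairing, so the value with the block does not apply to paired libraries. Small numbers of counts are less precise than they look, because a read pair adds about 4 counts. No fold is given where a group had 0 counts in each library.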

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

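The tests in this part were chosen after the result was seen.

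The quasi-likelihood tests of genes and the tests of full lists are exempt, as they had been set earlier. So had exactTest, the replicate block, the correction for GC content and the fits without 1 library. Many changed genes are ones that the paper does not discuss. The paper names 50 genes from its RNA-seq and quantitative RT-PCR results, of which 46 had an adjusted p under 0.05, and 1076 further genes passed the threshold. Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many genes as the comparison of *Phf2* KO with control, which was that comparison itself, and the 9 others gave between 0 and 27. Among splits that part all 3 pairs of equal replicate number, the other 3 gave 0, 0 and 1 genes. With 10 splits the share cannot be under 0.1, so chance and the groups cannot be told apart by this count alone. With the counts divided by 4, to about 1 count per read pair, 1217 genes passed the threshold, 1116 of them among the 1122, which argues against the repeated counting of reads as the whole source. No other gene had a transcript site with at most 3 mismatches to a *Phf2* guide (0 genes), which argues against cutting in the exons of similar genes. Cutting in introns and intergenic sequence, and differences between the sorted pools, stay open. An effect of the loss of *Phf2* is the biological explanation that the design names, and it is not separated from the pools.

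*Car3* had the smallest p of all genes and is not named in the paper. Its log2 fold change of 1.12 was 1.1 under the correction for GC content or length that moved it nearest to 0, which argues against these biases as the whole cause. It was past the threshold in each of the fits that left out 1 library. A biological difference stays open and was not tested further.

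*Actb*, which the paper used as the reference of its quantitative RT-PCR, was higher in *Phf2* KO cells, from 2755 ± 46.5 CPM to 3098 ± 89.7 CPM (SD, n = 3 libraries per group), a log2 fold change of 0.17 (standard error 0.033, adjusted p = 0.00671 from the quasi-likelihood test, higher in 3 of 3 libraries). Under 3 other scalings the value nearest to 0 was 0.16, but these scalings moved the median of all genes by little, so normalization stays open as the cause for this 1 gene. The adjusted p was 0.0947 with exactTest, and between 6.02e-04 and 0.177 over the 15 alternatives with all 6 libraries. It was 0.0657 without control replicate 2 and 0.0686 without *Phf2* KO replicate 2.

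*Cdkn1a*, a target of p53 and an inhibitor of the cell cycle, fell from 1024 ± 47.3 CPM to 677.8 ± 13.7 CPM (SD, n = 3), a log2 fold change of -0.60 (adjusted p = 3.45e-06 from the quasi-likelihood test, lower in 3 of 3 libraries). The list of 26 p53 targets had a median log2 fold change of -0.10, with 15 genes lower and 11 higher (adjusted p = 0.0133 from camera, but 0.12 from fry and 0.361 with an estimated correlation). Without control replicate 3 the list had a median of -0.06 (adjusted p = 0.112), and without *Phf2* KO replicate 1 one of -0.08 (adjusted p = 0.174). A response of p53 to cuts by Cas9 that lasted to this stage would raise these genes. With members that went both ways, the median of -0.1 does not decide whether such a response was present, and this stays open. Of the members past the threshold, 4 were lower and 1 was higher (8 and 1 with the replicate block). The 4 lower ones were more than expected (adjusted p = 0.0285 from the one-sided Fisher's exact test, which takes the genes as independent). Beside *Cdkn1a*, the lower ones were *Pmaip1* (-0.48), *Eda2r* (-0.41) and *Bax* (-0.23). *Pmaip1* was not past the threshold without control replicate 2, control replicate 3, *Phf2* KO replicate 1 or *Phf2* KO replicate 2 (adjusted p from 0.0677 to 0.141), and *Bax* was not without control replicate 2, control replicate 3, *Phf2* KO replicate 1 or *Phf2* KO replicate 3 (0.0626 to 0.121). The higher one was *Trp53inp1* (0.38, adjusted p = 0.0344 from the quasi-likelihood test, but 0.0595 without control replicate 1, 0.133 without control replicate 2, 0.114 without *Phf2* KO replicate 2 and 0.162 without *Phf2* KO replicate 3). Without *Cdkn1a*, the list had an unadjusted set p of 0.062, so *Cdkn1a* may carry much of the result.

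Genes with at least 10 counts in each library of one group and 0 in each of the other numbered 3, namely *Olfr482*, *Dpf3* and *Gm29811*, all counted in control cells. The TPM that the authors deposited for each library do not bear out the 0 counts of *Olfr482*: it had 1.01, 0.929 and 0.577 TPM in control and 0.554, 0.909 and 0.714 TPM in *Phf2* KO libraries, so the lowest *Phf2* KO value was 0.554 where the count was 0. *Gm29811* had 0.433, 0.419 and 0.381 TPM in control and 0, 0.257 and 0 TPM in *Phf2* KO libraries, and *Dpf3* had 0.0191, 0.00716 and 0.0148 TPM in control and 0, 0.00263 and 0.00209 TPM in *Phf2* KO libraries. For these 2 genes, 3 of the 6 TPM values in *Phf2* KO libraries were above 0, and a true absence and a difference between the 2 kinds of values cannot be told apart. No fold is given for the 3 genes. Of the 1122 genes past the threshold, 1103 had the same direction with log2(TPM + 0.1) and 19 the other. *Dpf3* did not pass the threshold in any fit that left out 1 library (adjusted p up to 0.101), and *Gm29811* did not in 4 of 6 (up to 0.0822). The 9 other splits of the libraries gave up to 5 such genes, so a difference between the founder cells of the sorted pools and chance cannot be told apart for *Gm29811* and *Dpf3*, as the number of libraries is small.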

How the results depend on the processing

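The alternatives that divide the counts, correct for length, or run exactTest with equal library sizes or on all genes were chosen after the result was seen. The H3K9 enzymes list, whose median was near 0, changed its direction: its set test pointed up with limma-voom (median 0.011, adjusted p = 0.911), and its median was below 0 without control replicate 1 (-0.001) and without *Phf2* KO replicate 3 (-0.010).

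The number of genes past the threshold was within 1.5 times of 1122 with exactTest, DESeq2, limma-voom, other scalings, other filters, the block, the GC correction and the divided or length-corrected counts (931 to 1462). It was 158 (70 higher, 88 lower) with limma on log2(TPM + 1), 178 (78 and 100) with log2(TPM + 0.1), 279 (132 and 147) with exactTest and equal library sizes, and 473 (150 and 323) with exactTest on all genes. It was 472 (204 and 268) at an adjusted p under 0.01 and 229 (58 and 171) at a fold change of at least 1.5, which are stricter by construction. Otherwise the cause was not tested. Across the 6 fits that each left out 1 library, it ran from 468 (without control replicate 2) to 1039, with 206 to 507 higher and 262 to 532 lower.

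For the gene lists, camera with an estimated correlation, which leaves the medians as they are, did not call the sarcomere list (-0.488, adjusted p = 0.0818), myogenic factors (-0.178), p53 targets (-0.100), focal adhesion (0.089) or YAP targets (0.084). Fry did not call the p53 targets (-0.100). With log2(TPM + 1) and log2(TPM + 0.1), myogenic factors (-0.042 and -0.045) and p53 targets (-0.061 and -0.066) were lost; limma-voom lost the myogenic factors (-0.176) and the length correction lost focal adhesion (0.078). The block, without and with GC correction, brought the interferon list past the threshold (-0.148 and -0.147). ExactTest gave 2 higher myogenic factors in place of 1.

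Across the fits without 1 library, list medians ran from -0.593 to -0.434 (sarcomere), -0.537 to -0.456 (excitation-contraction), -0.190 to -0.126 (myogenic factors), -0.085 to -0.024 (cell cycle), -0.125 to -0.063 (p53 targets), -0.370 to -0.029 (interferon), 0.071 to 0.103 (focal adhesion), 0.067 to 0.12 (YAP targets) and -0.010 to 0.027 (H3K9 enzymes). The interferon list was past the threshold without control replicate 3 (-0.351) and without *Phf2* KO replicate 1 (-0.370). The cell cycle list was past it without control replicate 2 (-0.085), and the H3K9 list without control replicate 1 (-0.001), control replicate 2 (0.001) and *Phf2* KO replicate 3 (-0.010).

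Of the genes that the paper names in Fig 4B and its lists, fewer passed the threshold with log2(TPM + 1) and log2(TPM + 0.1): 3 and 4 of the 8 in Fig 4B, 4 and 5 for cardiac muscle contraction, 5 and 5 for calcium signaling, 2 and 3 for adrenergic signaling, 7 and 8 for muscle contraction, 3 and 4 for fiber development, 2 and 3 for muscle-cell development, 2 and 3 of the 12 genes of quantitative RT-PCR, and 18 and 21 of the 41 genes of the 7 lists. The block with GC correction gave 5 of the 8 in Fig 4B, the GC correction gave 5 of the 12 genes of quantitative RT-PCR, and exactTest with equal library sizes gave 1 of 6 for tissue regeneration. Without 1 library, the numbers ran from 4 to 8 (Fig 4B), 7 to 9 (cardiac), 11 to 12 (calcium), 7 to 9 (adrenergic), 13 to 18 (contraction), 6 to 7 (fiber), 6 to 6 (regeneration), 4 to 5 (cell development), 4 to 8 (quantitative RT-PCR) and 35 to 41 (the 7 lists).

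The share of PC1 was 32.4% with log2(CPM + 1) and 35.3% with 500 genes, and PC2 was 32.0% with 500 genes. Of 2122 values of 82 single genes under another setting, 282 were no longer past the threshold, 10 newly passed it and 0 changed direction. Of the 78 genes past the threshold, 53 passed it in every fit without 1 library. Among these 82 genes and the 9 lists, the block changed no call beyond *Myh4*, *Myh7*, *Neb*, *Dpf3*, *Frem2*, *Serpina3n*, *Gm16531*, *Atp2a1* and the interferon list. The small counts of *Mybpc2* limit what can be seen of that gene.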

Differences from the paper's values

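The comparisons with exactTest on equal library sizes, with exactTest on all genes and over the grid of 18 settings were chosen after the result was seen.

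The paper reports 279 differentially expressed genes, and the quasi-likelihood test gave 1122. Of the alternatives set before the data were examined, a fold change of at least 1.5 gave 229, and the others were more than 1.5 times from the paper's number. With equal library sizes, which were chosen after seeing the values, exactTest gave 279. The setting of the grid with filterByExpr, equal library sizes and dispersions estimated with the groups gave 278 (131 higher and 147 lower). The paper reports 102 upregulated genes, and the quasi-likelihood test gave 557. The limma fits gave 70 with log2(TPM + 1) and 78 with log2(TPM + 0.1), within 1.5 times of the paper's number, and none of the other alternatives set before the data were examined came as near; chosen after seeing the values, exactTest gave 132 with equal library sizes and 150 on all genes. The paper reports 177 downregulated genes, and the quasi-likelihood test gave 565. A fold change of at least 1.5 gave 171, and the fit without control replicate 2 gave 262, and the other alternatives set before the data were examined did not close the gap; exactTest with equal library sizes, chosen after seeing the values, gave 147. Over the 18 settings of exactTest, the total ran from 119 to 1517, 1 setting was within 1.5 times of all 3 of the paper's numbers, and 0 gave all 3 of them. With equal library sizes, 27 of the 41 genes of the paper's 7 lists passed the threshold.

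The paper lists *Atp2a1* among the downregulated genes. Its adjusted p was 0.0609 with the quasi-likelihood test, and it was past the threshold with exactTest (1.48e-06, and 5.08e-05 without a filter), DESeq2 (2.26e-04), the replicate block (0.00928), without control replicate 1 (0.0221) and without control replicate 3 (0.00317). It was also past it in the fits of exactTest chosen after seeing the values, with equal library sizes (0.00973) and on all genes (1.35e-05). Its 15 alternatives with all 6 libraries ran up to 0.129. The paper states that *Mybpc2* needs PHF2 for its expression. It describes the gene as low at this stage, with its impaired induction measured by quantitative RT-PCR, and in RNA-seq at this stage it had an adjusted p of 0.194 and passed the threshold in none of the alternatives run. It states that *Myod1* was impaired, and here the adjusted p was 0.0679, with 0.0482 from DESeq2 and 0.048 for genes with a CPM of at least 1 in at least 3 libraries. By quantitative RT-PCR the paper reports *Myf5* and *Myod1* as slightly reduced at 2 d post differentiation. In RNA-seq scaled by TMM, the log2 fold change of *Myf5* was 0.14 (adjusted p = 0.282 from the quasi-likelihood test, with 0.234 to 0.6 over its alternatives). These scales differ, because the quantitative RT-PCR was relative to *Actb*, which was higher in *Phf2* KO libraries. Relative to *Actb*, the RNA-seq log2 fold change was -0.03 for *Myf5* and -0.35 for *Myod1*.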

Other observations

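The tests in this part were chosen after the result was seen, apart from those named next. The quasi-likelihood tests of genes and the tests of full gene lists had been set earlier. So had the replicate block, the limma fits of TPM and the fits that each left out a library. The correction for GC content had been set earlier as an alternative for all results, and that for length had not.

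The lower sarcomere list was weighed against technical explanations. Its median log2 fold change was -0.48 with a correction for GC content and -0.48 with one for gene length. One factor per library moves all genes alike, while the median of the list less that of all genes was -0.49. Without the *Myh* genes, whose reads could be shared among paralogs, 44 of 49 genes were lower and the median was -0.47. These values argue against each of these as the whole cause. Fewer cells leaving the cell cycle would raise the cell cycle list, which had a median of -0.06, with 25 genes lower and 12 higher, so this stays open. A lower share of differentiated cells stays open too. Of 8 genes of terminal differentiation, 3 departed from their mean change in a limma fit adjusted over the 8 genes: *Mef2c* by -0.66 (adjusted p = 0.0104), *Mylk2* by 0.48 (adjusted p = 0.00303) and *Tnnt2* by 0.32 (adjusted p = 0.0221) on the log2 scale. These departures do not exclude a lower share, because the level of the genes in undifferentiated cells was not measured. A slower course of differentiation and a lasting loss of expression cannot be told apart from the counts, which cover 1 time point. For a later stage, the paper reports by quantitative RT-PCR that the induction of terminal differentiation genes was impaired in *Phf2* KO cells. It reports no change of *Myod1*, *Myf5* and *Myog* at that stage, and none of myotube diameter, myotube area or fusion index. Those measurements were not analysed here. An effect of the loss of *Phf2* and a difference between the sorted pools both stay open.

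The nearest tested protein-coding genes beside *Phf2* were *Ptpdc1* (log2 fold change 0.12) and *Fam120a* (-0.05), and the nearer noncoding gene *Phf2os1* had 0.68 with a standard error of 0.608 (adjusted p = 0.62 from the quasi-likelihood test), so a deletion that reaches past *Phf2* in most cells is argued against by the lower value, -0.05. Of 20 genes tested within 1 Mb, 4 passed the threshold (*Card19*, *Bicd2* and *Iars* lower, *Aspn* higher), against 6.5% of all genes.

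Relative to *Actb* in each library, as in quantitative RT-PCR, the log2 fold changes of the paper's genes were -1.68 for *Mef2c*, -0.83 for *Mybpc2*, -0.51 for *Myog*, -0.35 for *Myod1* and -0.03 for *Myf5*. The exact permutation p was 0.8 for *Myf5* and 0.1, the smallest possible, for the other 4. *Mylk2* had a log2 fold change of -0.39 (adjusted p = 0.0336 from the quasi-likelihood test, lower in 3 of 3 libraries) with TMM. It was past the threshold in 1 of the 6 fits without 1 library, that without control replicate 3, and the highest adjusted p was 0.147 without control replicate 1.

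The list of 22 YAP targets, genes of the Hippo pathway's output, had a median log2 fold change of 0.08 with 16 genes higher, 5 of them past the threshold (adjusted p = 4.95e-05 from camera, 0.0214 from fry and 0.206 with an estimated correlation). *Ccn2* rose by 0.57 on the log2 scale, and *Foxf2*, *F3*, *Tgfb2* and *Dock5* by 0.46, 0.39, 0.34 and 0.24. The cell cycle list had an adjusted p of 0.158 from camera, and 0.0281 without control replicate 2. The list of 23 interferon response genes had a median of -0.15 with 20 genes lower and 0 past the threshold (3366 of all genes had an unadjusted p under 0.05; adjusted p of the list 0.117). It was 0.00447 with the replicate block, where it had 2 genes past the threshold, 9.83e-07 without control replicate 3 and 6.13e-05 without *Phf2* KO replicate 1. The list of 17 H3K9 enzymes includes *Phf2*, and its 16 tested genes had a median of 0.01 (adjusted p = 0.0958). The adjusted p was 0.0311 without control replicate 1, 0.0461 without control replicate 2 and 0.0478 without *Phf2* KO replicate 3. Without *Phf2*, the 15 other tested genes had a set p of 0.281.

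Among genes past the threshold whose groups do not overlap, the largest falls in the estimated counts were *Olfr482*, *Gm29811*, *Dpf3* (whose TPM are given above), *Serpina3n* (-3.79) and *Frem2* (-3.74), and the largest rises were *Gm16531*, *Stk32b* (4.53), *Rhox5* (2.30), *Krt13* (1.63) and *Acss3* (1.61) on the log2 scale. All have small counts. *Gm16531* had 0 counts in each control library, but its TPM there were 0.23, 0.163 and 0.0378, against 0.367, 0.343 and 0.567 in *Phf2* KO libraries. *Serpina3n* and *Frem2* were not past the threshold in any fit without 1 library (adjusted p up to 0.213 and 0.215) or with the replicate block. Their size rests on 4 counts in *Phf2* KO replicate 3, and that of *Stk32b* on 4 counts in control replicate 3. Without that library the group had 0 counts in each library left, so no fold is given for these fits. *Gm16531* was not past it in the 4 fits without 1 library that gave a value (up to 0.111) or with the block (0.0651). *Acss3* was not past it without control replicate 1, control replicate 2, *Phf2* KO replicate 1 or *Phf2* KO replicate 3 (0.0949 to 0.135), and *Stk32b* was not without control replicate 2 (0.0611) or *Phf2* KO replicate 3 (0.0841). *Rhox5* and *Krt13* passed in each fit without 1 library, but not with log2(TPM + 0.1) (0.0719 and 0.0508). That fit gave log2 fold changes of 0.47 for *Acss3*, -1.68 for *Serpina3n* and -0.54 for *Frem2* (adjusted p = 0.519, 0.0907 and 0.418). *Gm16531* did not pass it either (0.251), and *Stk32b* did not pass with log2(TPM + 1) (0.0792).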
